A study of Mus musculus with 9 samples. Its data were reported in "Stromal Pbrm1 mediates chromatin remodeling necessary for embryo implantation in the mouse uterus" (2024).

How the data were processed

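Primary oviductal muscle cells from WT mice on D2 of pregnancy were assayed by ChIC-Seq, in which an antibody guides MNase fused to protein A to cut chromatin, and the released fragments are sequenced. Per the labels there were 9 samples: 3 for H3K27ac, 3 for H3K4me1 and 3 for the IgG control. Both histone marks are found at enhancers, and H3K27ac is also found at active promoters. Each H3K27ac and H3K4me1 sample had 1 peak list, and each mark had 1 pooled list called on its 3 replicates together, giving 8 lists. The IgG libraries entered as the controls of those calls and had no values of their own here.

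The study's methods describe ChIC-Seq of uterine stromal cells with other antibodies, for which reads were trimmed, aligned to GRCm38 with Bowtie2, filtered on mapping quality and freed of duplicates. That the oviductal libraries were handled in the same way is assumed, and the study may not be the one that first reported them. Per the file headers, the authors then called peaks with MACS 2.2.7.1 in broad, paired-end mode, with a p-value cutoff of 0.05 for strong and 0.1 for weak regions. The larger library of each call was scaled down to the smaller. The deposited pileup is therefore a coverage signal in fragments scaled to the IgG depth, averaged over each broad region. The deposited fold enrichment is the ratio of that pileup to the local background, with 1 added to each. The deposited p-value and q-value columns are on the −log10 scale. Per the file headers the q-value was not to be calculated, yet the column held values, of which 96.8% to 99.97% were 0 in the replicate lists. The per-peak values are the authors', and they were used only to describe, rank or filter peaks within a list.

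Per the file headers, the replicate calls used 40551842 to 78891920 treatment fragments and 3110985 to 3713369 IgG fragments, so that treatment exceeded control 11.3 to 25.2 times. The IgG depth sets how finely a call can resolve significance. The lowest pileup in a replicate list was 1.03 to 1.08, against an expected background of 0.428 to 0.526. Relative coverage was the pileup divided by the ratio of IgG to treatment fragments and by the mean treatment coverage of the genome. The expected background counts each IgG fragment at its 2 ends, and that ratio does not. On the scale of the background, a relative coverage of 2 therefore equals the genome mean. The lowest relative coverage was 4.03 to 4.94. H3K27ac replicate 1 was called against IgG replicate 1. H3K27ac replicate 2 and H3K4me1 replicates 1 and 2 were called against IgG replicate 2. H3K27ac replicate 3 and H3K4me1 replicate 3 were called against IgG replicate 3. The pooled calls used all 3 IgG libraries.

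Gene models were those of GENCODE mouse release 21, on GRCm38. The end of each peak on the 19 autosomes, X, Y and the mitochondrial genome was checked against the chromosome lengths of the GRCm38 reference and lay within them. No list of problematic regions was applied. A promoter was the window from 1 kb upstream to 1 kb downstream of a start site of a protein-coding transcript, over 58745 start sites of 21853 protein-coding genes. A gene counted as marked when a peak overlapped any of its promoter windows by at least 1 bp. Covered length was the union of the peaks of a list. Intergenic peaks overlapped neither a gene body nor a promoter of any annotated gene. A consensus region was sequence covered by peaks of at least 2 of the 3 replicates of a mark, and a distal region overlapped no promoter window.

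One value per replicate list was compared between marks by an exact permutation test over the 20 assignments of 6 lists to 2 groups of 3, two-sided, whose smallest p is 0.1. The 7 measures formed 1 family for Benjamini-Hochberg adjustment. The overlap of lists was measured by the Jaccard index, the shared bp over the bp in either list, and tested one-sided over the 10 splits of the 6 lists. Pooled lists were compared on the 19 autosomes, X and Y with 1000 circular shifts of the other mark's peaks along each chromosome. The count of a gene list's promoters with both marks was compared, two-sided, in a permutation test with 10000 random lists of protein-coding genes of the same size, adjusted over the 6 lists. Stitched domains joined pooled H3K27ac peaks outside promoters across gaps of up to 12500 bp. Calculations used Python 3.11.15, numpy 2.4.6 and pandas 2.3.3.

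The interval, shift and gene list computations were tested on simulated data. Of 800 overlaps of simulated intervals, 0 differed from a count base by base. Among 200 pairs of unrelated simulated lists, 11 gave a shift p of at most 0.05. All 200 pairs with planted common peaks did so. The simulated peaks were placed evenly at random on a single short chromosome, and clustered peaks were not simulated. Among 1000 random simulated gene lists 29 gave p of at most 0.05, and all 1000 lists with a planted excess did so. Each planted list held 13 marked genes of 16, so its p was all but fixed. Smaller excesses were not simulated.

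The gene lists, the measures, the tests and most alternatives were fixed before the data were examined. The exceptions were the intergenic share, the start-site coverage ratio, the p-value filter, the common coverage filter and the comparisons by IgG library. The genes named singly were those of the lists with a promoter peak in all 3 replicates of both marks or in none of the 6 lists, together with Hand2, Ptgs1, Ptgs2 and the prostaglandin receptors. A gene that met this rule is not reported here. Also named were the 3 pooled peaks per mark of highest fold enrichment that were overlapped by all 3 replicates on autosomes and X, and the 5 stitched domains with the highest sum of pileup times length. The alternatives were a replicate block and filters on the peaks. The filters were a −log10 q-value of at least 5, a −log10 p-value of at least 1.3 and a relative coverage of at least 5. Others were the same number of top peaks from every list, autosomes and X only, merged intervals, and promoter windows of 3 kb or 250 bp. The last were all annotated genes, an overlap of 50%, consensus in all 3 replicates, pooled lists and leaving out each replicate. Without 1 replicate of a mark, its consensus regions had to be in both remaining lists. Top peaks were ranked by q-value, with ties broken by p-value and then fold enrichment. The guide sequences given in the study's methods for the Hand2 enhancer were matched to chromosome 8 of GRCm38 on both strands, and the rest of the genome was not searched.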

Results

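To describe the enhancer and promoter landscape of oviductal smooth muscle in early pregnancy, ChIC-Seq peak lists of H3K27ac and H3K4me1 were analysed from primary oviductal muscle cells of WT mice on D2 of pregnancy. There were 3 replicates of each mark and 3 IgG controls. The H3K27ac libraries had 42040809, 40551842 and 40723101 fragments in replicates 1, 2 and 3. The H3K4me1 libraries had 41891318, 78891920 and 64063996. The IgG libraries had 3713369, 3136732 and 3110985 fragments in replicates 1, 2 and 3.

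Few peaks passed a stringent threshold. Each replicate list held 4 to 13 peaks with a −log10 q-value of at least 5, and 13253 to 19637 of its peaks had a −log10 p-value of at least 1.3. The median fold enrichment in the authors' calls was 1.43 to 1.62 in the replicate lists. The 1 added to pileup and background lowers this ratio, as the expected background was only 0.428 to 0.526. The median relative coverage of the peaks was 4.52 to 6.47, on the scale defined above. The lists were thus permissive sets of regions, with modest values of the authors' fold enrichment.

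The first comparison asked whether the marks differed in the number and extent of their peaks. H3K27ac had 152889, 99035 and 93684 peaks in replicates 1, 2 and 3, a mean of 115203 ± 32747 (SD, n = 3). H3K4me1 had 128684, 100804 and 103296 peaks, a mean of 110928 ± 15428 (SD, n = 3). The ratio of the means was 1.04, and an exact permutation test gave p = 1. This ratio depended on the threshold, and was 0.677 when peaks of all lists had to reach a relative coverage of 5. Without H3K27ac replicate 1 the ratio was 0.869. H3K27ac peaks covered 113 ± 28.2 Mb (SD, n = 3) and H3K4me1 peaks covered 134 ± 4.30 Mb (SD, n = 3), with p = 0.4 in the exact permutation test. H3K27ac replicate 1 covered 145 Mb, more than any H3K4me1 list, and replicates 2 and 3 covered 102 and 91.0 Mb, less than any. The ratio was 0.721 without replicate 1 (exact permutation p = 0.1), and 0.878 and 0.920 without replicates 2 and 3. It was 0.641 with the coverage filter, 0.951 with a −log10 p-value of at least 1.3 and 4.27 with a −log10 q-value of at least 5. The median peak width was 607 ± 15.6 bp for H3K27ac and 765 ± 83.1 bp for H3K4me1 (SD, n = 3). The widths of the marks did not overlap, and the exact permutation p was 0.1, the smallest that 3 lists against 3 allow. The adjusted p was 0.233. The order of the widths reversed when only peaks with a −log10 p-value of at least 1.3 were kept, with a ratio of H3K27ac to H3K4me1 of 1.37.

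Promoters were then compared. Of the H3K27ac peaks, 11.9 ± 2.62% (SD, n = 3) overlapped a promoter, against 10.9 ± 0.883% (SD, n = 3) of the H3K4me1 peaks, with an exact permutation p of 0.6. H3K27ac replicate 1, with the most peaks, had the lowest share at 8.87%, and replicates 2 and 3 had 13.2% and 13.6%. The ratio of the shares depended on the threshold and on the window. It was 2.82 with only peaks of a −log10 p-value of at least 1.3 and 1.61 with a relative coverage of at least 5. It was 0.547 with a −log10 q-value of at least 5. Each of these ratios had an exact permutation p of 0.1. The ratio was 0.950 with promoter windows of 3 kb and 1.64 with windows of 250 bp. The share of protein-coding genes with a marked promoter separated the marks in the replicate lists, but not in the pooled calls. In the replicates it was 54.1 ± 1.15% (SD, n = 3) for H3K27ac and 43.0 ± 2.16% (SD, n = 3) for H3K4me1, with no overlap between the groups and an exact permutation p of 0.1 (adjusted p = 0.233). The intergenic share of the peaks was 32.2 ± 5.19% for H3K27ac and 28.6 ± 0.791% for H3K4me1 (SD, n = 3), with an exact permutation p of 0.3. In the pooled calls, 19.7% of 64843 H3K27ac peaks and 15.4% of 105720 H3K4me1 peaks overlapped a promoter, and 24.0% and 28.0% were intergenic. The share of genes with a marked promoter was 56.2% for pooled H3K27ac and 56.3% for pooled H3K4me1.

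The marks were distributed differently around the start site itself. At the start site, H3K27ac peaks covered 39.2 ± 1.61% of protein-coding start sites and H3K4me1 peaks covered 14.2 ± 2.02% (SD, n = 3). At 2 kb downstream the values were 16.1% to 19.2% over the 3 H3K27ac replicates and 20.3 ± 0.380% for H3K4me1 (SD, n = 3). Coverage at the start site over coverage 2 kb downstream was 2.19 ± 0.119 for H3K27ac and 0.697 ± 0.110 for H3K4me1 (SD, n = 3). Each H3K27ac list had a ratio above each H3K4me1 list, with an exact permutation p of 0.1 and an adjusted p of 0.233. At 2 kb upstream, coverage was 12.5 ± 1.25% for H3K27ac and 10.1 ± 0.0933% for H3K4me1 (SD, n = 3), so H3K4me1 lay more downstream than upstream.

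**Figure D1:**
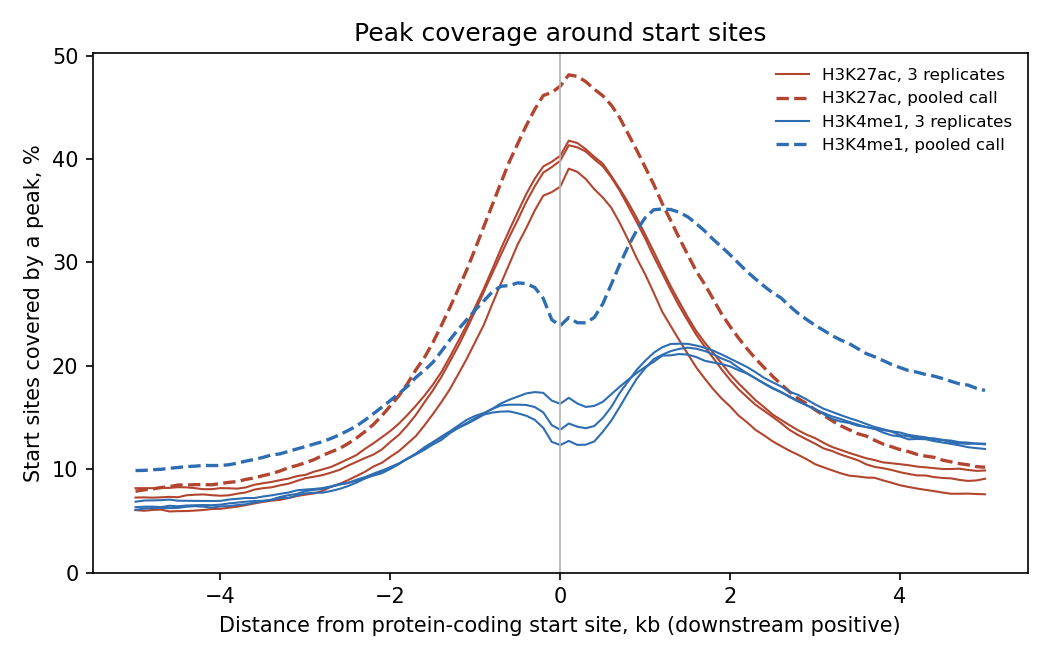
Share of protein-coding start sites covered by a peak (y axis, %) against distance from the start site (x axis, kb, downstream positive), with 1 solid line per replicate list and a dashed line for the pooled call of each mark. H3K27ac coverage was 39.2% on average at the start site, whereas H3K4me1 coverage dipped to 14.2% there and was 20.3% at 2 kb downstream.

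Replicates of one mark shared a limited part of their covered sequence. The Jaccard index averaged 0.242 ± 0.0201 (SD, 3 pairs) among the H3K27ac lists and 0.378 ± 0.0975 (SD, 3 pairs) among the H3K4me1 lists, against 0.236 ± 0.0570 (SD, 9 pairs) between marks. The mean within marks exceeded the mean between marks by 0.0737, and an exact permutation test over the 10 splits gave a one-sided p of 0.1, its smallest value. Without H3K4me1 replicate 2 the difference was 0.0229. The values between marks divided by the control used in the call. The 3 pairs called against the same IgG library had indices of 0.296 to 0.328, and the 6 pairs called against different IgG libraries had indices of 0.188 to 0.216. The H3K27ac lists, each called against another IgG library, had indices of 0.224 to 0.264 with one another. A pair of lists of different marks with a shared IgG library therefore overlapped more than any pair of H3K27ac replicates. H3K4me1 replicates 1 and 2, which shared IgG replicate 2, had an index of 0.487, against 0.298 and 0.351 for the other H3K4me1 pairs. Among pairs with different IgG libraries alone, the mean within marks was 0.275 and the mean between marks was 0.199.

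**Figure D2:**
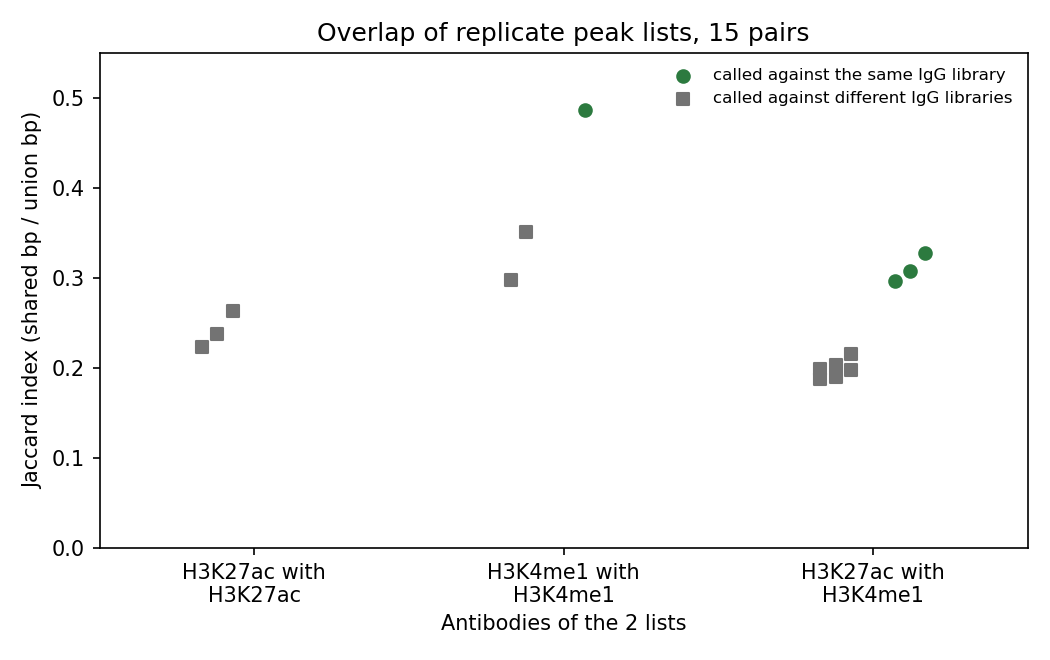
Jaccard index (y axis, shared bp over bp in either list) of the 15 pairs of replicate lists, grouped by antibody (x axis). Circles are pairs called against the same IgG library and squares are pairs called against different ones. The 3 circles between marks lie at 0.296 to 0.328, above the 6 squares at 0.188 to 0.216.

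Part of each replicate list was seen in that replicate alone, from 15.8% to 62.9% of its peaks. The share of peaks found in neither of the other replicates was 62.9%, 44.5% and 43.3% for H3K27ac replicates 1, 2 and 3, and 30.9%, 15.8% and 31.6% for H3K4me1 replicates 1, 2 and 3. The pooled H3K27ac list had 64843 peaks, of which 25548 (39.4%) overlapped peaks of all 3 replicates and 5379 (8.30%) overlapped none. The pooled H3K4me1 list had 105720 peaks, of which 46257 (43.8%) overlapped peaks of all 3 replicates and 13438 (12.7%) overlapped none. When at least 50% of the pooled peak had to be covered, the counts seen in all 3 replicates were 10994 and 18738.

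Regions that carry both marks were examined because the study treats such regions as active enhancers. Of 64818 pooled H3K27ac peaks on the autosomes, X and Y, 84.0% overlapped a pooled H3K4me1 peak, against 12.5 ± 0.332% (SD, 1000 shifts) after circular shifts, and p was 0.001, the smallest that 1000 shifts can give. Of 105706 pooled H3K4me1 peaks, 47.2% overlapped a pooled H3K27ac peak, against 7.58 ± 0.219% (SD, 1000 shifts), with the same smallest p of 0.001. The pooled calls shared all 3 IgG libraries. Over the replicate lists the share of H3K27ac peaks with an H3K4me1 peak was 31.2% to 59.6% in the 9 pairs of lists. It averaged 58.1% in pairs with the same IgG library and 38.4% in pairs with different ones, against 9.15% and 8.98% after shifts. In the reverse direction these averages were 48.8% and 41.0%, against 7.96% and 9.87%. The overlap between marks exceeded the shifted values in both kinds of pairs.

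Consensus regions covered by at least 2 of 3 replicates numbered 76418 for H3K27ac and 104182 for H3K4me1. Of the H3K27ac regions 63605 were distal, and 39012 of these (61.3%) overlapped an H3K4me1 region. The count was 13516 when regions had to be in all 3 replicates. It was 21803 without H3K27ac replicate 2, where H3K27ac regions had to be in both remaining replicates. Of 21853 protein-coding genes, 7898 (36.1%) had both marks at the promoter, 3544 (16.2%) had H3K27ac alone, 1064 (4.87%) had H3K4me1 alone and 9347 (42.8%) had neither.

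Because the series concerns prostaglandin signaling in smooth muscle, gene lists fixed in advance were compared with random lists of protein-coding genes. Both marks were at the promoters of 9 of 22 prostaglandin genes, against a mean of 7.91 in random lists (two-sided permutation test, adjusted p = 0.778), and of 8 of 16 smooth muscle genes, against 5.79 (permutation test, adjusted p = 0.455). Neither list stood apart from random lists. Of 16 stromal and mesenchymal genes, 13 had both marks, against 5.77 in random lists (permutation test, adjusted p = 0.00120). With only peaks of a −log10 p-value of at least 1.3 the stromal count was 5 and the adjusted p was 0.221. None of 16 epithelial genes had consensus regions of both marks, 0 against 5.78 (permutation test, adjusted p = 0.00720), and 2 had H3K27ac. Some epithelial promoters did have both marks in the pooled calls, which were not tested for the lists. Blood cell genes had both marks at 2 of 16 promoters, against 5.78 (permutation test, adjusted p = 0.111), and H3K27ac at 6. Liver and neuron genes had both marks at 1 of 16 promoters, against 5.80 (permutation test, adjusted p = 0.0304), and H3K27ac at 1. H3K4me1 was at 5 epithelial promoters, against 6.56 in random lists, and at 6 liver and neuron promoters, against 6.53. For H3K27ac the random means were 8.40 and 8.37, so the shortfall in these lists lay mainly in H3K27ac. Blood cell genes had H3K4me1 at 2 promoters, against 6.52. The liver and neuron call did not hold without any one of the H3K4me1 replicates (permutation test, adjusted p-values of 0.0904 to 0.184). In those fits H3K4me1 regions had to be in both remaining replicates, a stricter rule. Stromal and smooth muscle counts did not differ from each other by Fisher's exact test (p = 0.135).

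**Figure D3:**
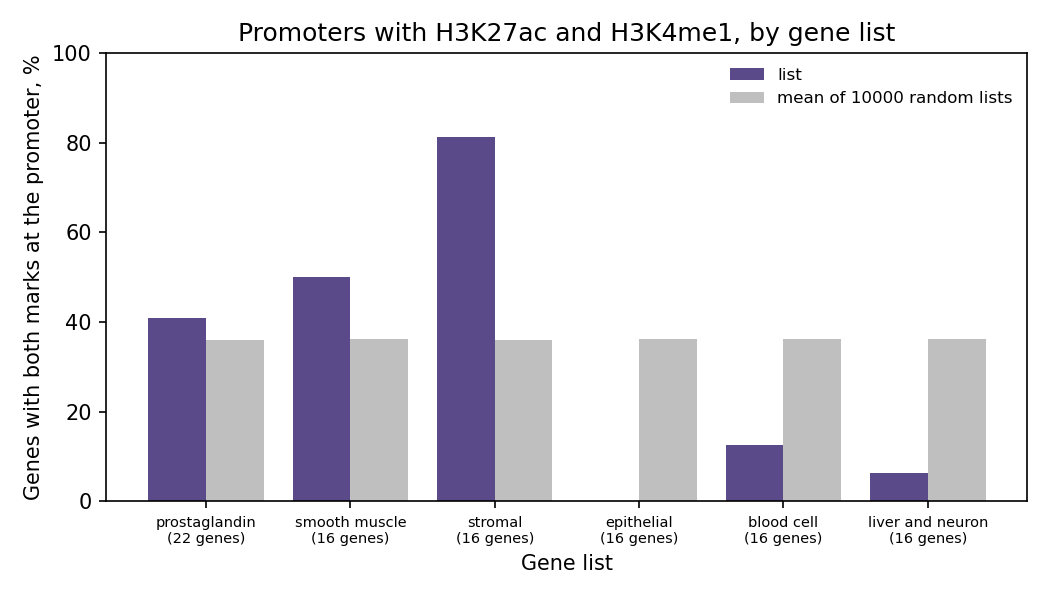
Share of genes with H3K27ac and H3K4me1 consensus regions at the promoter (y axis, %) for 6 gene lists (x axis), with the mean of 10000 random lists of the same size in grey. The stromal list reached 81.3% and the epithelial list 0%, and the prostaglandin list was at 40.9%.

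Within the prostaglandin list, Ptgs2 (chromosome 1, 150100031 to 150108227, GRCm38), Hpgd, Pla2g4a and the receptor genes Ptger1 and Ptger2 had promoter peaks in all 3 replicates of both marks. Ptgs1 (chromosome 2, 36230426 to 36252272) had no H3K27ac promoter peak and an H3K4me1 peak in 1 replicate. The receptor gene Ptger4 had H3K27ac in 3 replicates and H3K4me1 in 2. Ptgir had H3K27ac in 0 replicates and H3K4me1 in 3. Ptgfr and Tbxa2r each had either mark in 2 replicates. Ptgdr2 had either mark in 1 replicate. Ptger3, Ptgdr and Ptgds had a promoter peak in none of the 6 lists, and Ptger3 had one only in the pooled H3K4me1 call. In the authors' fold enrichment, the Ptger2 promoter peaks ranked between percentiles 80.9 and 95.8 of the H3K27ac lists and between 72.4 and 95.1 of the H3K4me1 lists. Those of Ptgs2 ranked between 79.8 and 83.9 for H3K27ac and between 34.8 and 75.2 for H3K4me1.

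In the smooth muscle list, 7 genes had promoter peaks in all 6 lists, namely Acta2, Des, Smtn, Synpo2, Tpm1, Cald1 and Srf. In the stromal list there were 11, namely Hsd11b1, Fkbp4, Bmpr1a, Pgr, Esr1, Vim, Pdgfrb, Col1a1, Col3a1, Dcn and Lum, and Wnt4 had a peak in none. Of the other lists only Syt1 had promoter peaks in all 6. Epcam and Pax8 among the epithelial genes had none, although Pax8 had one in the pooled H3K27ac call. Among the blood cell genes Csf1r, Cd3e, Cd79a, Itgam, C1qa and C1qb had none. Among the liver and neuron genes Afp, Apoa1, Serpina1a, Cyp2e1, Ahsg, Neurod1, Gad1, Slc17a7 and Rbfox3 had none.

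The Hand2 locus was examined because the study looked at its chromatin in Pbrm1 mutant and control cells of uterus and oviduct. In oviductal muscle cells it reported comparable accessibility and Hand2 RNA in both genotypes. In WT uterine stromal cells it found H3K27ac and H3K4me1 at the enhancer by ChIP-qPCR. Deleting the enhancer lowered Hand2 expression in uterus and not in oviduct. Hand2 lies on chromosome 8 at 57320983 to 57324633 on the plus strand of GRCm38, and Hand2os1 overlaps it on the minus strand at 57281117 to 57324233. The 2 guide sequences matched at 57312487 to 57312506 and at 57313510 to 57313529, each followed by an NGG motif, in an intron of Hand2os1 and 7453 bp upstream of the Hand2 start. The interval they bound was 1043 bp long and held 0 bp of annotated Hand2 or Hand2os1 exon. The Hand2 promoter had an H3K27ac peak in all 3 replicates and an H3K4me1 peak in 0 replicates. H3K27ac covered 100% of the interval between the guides in replicates 1 and 3 and 0% in replicate 2, where peaks ended at 57312423 and resumed at 57313628. H3K4me1 covered 0% of the interval in each replicate and in the pooled call. The pooled H3K4me1 peaks on either side were at 57308614 to 57312167 and at 57313565 to 57318922. A single pooled H3K27ac peak of 28761 bp, from 57308556 to 57337316, spanned the interval and the Hand2 gene. Over the Hand2os1 gene body, H3K27ac peaks covered 29.4% to 35.3% and H3K4me1 peaks covered at most 23.2% in the replicates.

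**Figure D4:**
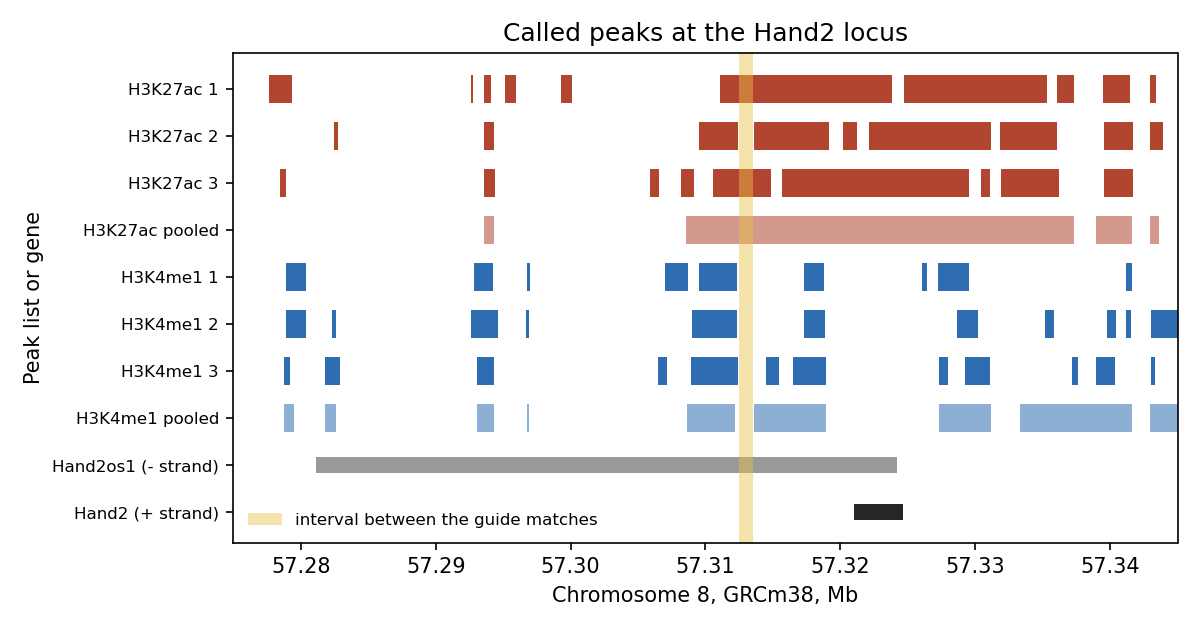
Called peaks (boxes) in each list (rows) along chromosome 8 of GRCm38 (x axis, Mb), with the Hand2os1 and Hand2 genes in the lowest rows and the interval between the guide matches shaded. H3K27ac peaks span the shaded interval in 2 of 3 replicates, and none of the H3K4me1 lists has a peak in it.

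The pooled peaks of highest fold enrichment in the authors' calls were short and mostly common to both marks. For H3K27ac they lay on chromosome 6 at 103649049 to 103649291 in an intron of Chl1 (31.8-fold), on chromosome 1 at 24612406 to 24613166 over predicted genes, with 94.3% of its 25-mers found in the mitochondrial genome (15.7-fold), and on chromosome 12 at 3109875 to 3110075 outside annotated genes (6.99-fold). For H3K4me1 they included the same places on chromosome 6 (19.7-fold) and chromosome 1 (6.87-fold). The other H3K4me1 peak lay on chromosome X at 76598616 to 76599129 in an intron of Cldn34d (5.55-fold). The H3K27ac peak on chromosome 12 was 100% repeat-masked.

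Stitching of 52048 pooled H3K27ac peaks outside promoters gave 21427 domains. Those with the highest sum of pileup times length were ranked, and their covered length and mean pileup are given because such sums grow with the sequence called. The first, on chromosome 12 at 79576525 to 80024157, overlapped Rad51b, with 187038 bp covered at a mean pileup of 5.53. The second, on chromosome 6 at 31062304 to 31225660, overlapped no protein-coding gene but, among others, Lncpint and Mir29a, with 115179 bp covered at a mean pileup of 7.84. The third, on chromosome 11 at 86568356 to 86659944, overlapped Vmp1 and Mir21a, with 85139 bp covered at 9.29. The fourth, on chromosome 12 at 79299599 to 79561393, also overlapped Rad51b, with 155390 bp covered at 4.98. The fifth, on chromosome 19 at 5786042 to 5853154, overlapped Frmd8, Malat1 and Neat1, with 56783 bp covered at 10.8. Each domain met peaks of all 3 H3K27ac replicates, and pooled H3K4me1 peaks covered 53.2% to 85.2% of each.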

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

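The p-value filter, the coverage filter and the comparisons by IgG library were chosen after the results were seen. Of 228 values computed for 20 results under alternative settings, 189 kept their direction and their side of the threshold, or stayed within 1.5 times the main count. The 189 include settings that could not show a change. Merging intervals left each list with the same number of peaks. With the −log10 q-value filter, the overlaps of the marks had a shifted mean of 0. A comparison of 3 lists against 3 cannot pass a threshold of 0.05, so for those only a change of direction can show. A filter on the −log10 q-value can show little, since only 4 to 13 peaks per replicate list passed it. Whether the small IgG libraries were the cause was not tested.

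With a −log10 q-value of at least 5, which left 4 to 13 peaks per replicate list, the ratio of H3K27ac to H3K4me1 became 4.27 for covered length, 2.49 for peak width and 0.547 for the promoter share. The distal regions with both marks fell to 4, the pooled peaks seen in all replicates to 10 for H3K27ac and 4 for H3K4me1, and the Hand2 windows met by a peak to 0 from 11 of 18. Only 2 genes had both marks at the promoter, so the gene lists had no value there. The lower counts follow from the number of peaks left. The cause of the reversed ratios was not tested.

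With a −log10 p-value of at least 1.3, chosen after seeing the data, the ratio became 0.806 for peaks, 1.37 for width and 0.645 for the intergenic share, and rose to 2.82 for the promoter share. Distal regions with both marks numbered 2789, and pooled peaks seen in all replicates numbered 7384 for H3K27ac and 5474 for H3K4me1. Of the gene lists, the prostaglandin count became 1, below the random mean, the stromal count 5, the epithelial count 0 and the liver and neuron count 0, with no adjusted p under 0.05. A relative coverage of at least 5 was also chosen after seeing the data. With it the ratio was 0.677 for peaks, 0.939 for the intergenic share and 1.61 for the promoter share. The causes of these reversals of width and intergenic share were not tested.

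Promoter windows of 3 kb gave a promoter share ratio of 0.950. Consensus in all 3 replicates gave 13516 distal regions with both marks and 0 genes with both marks in the epithelial and in the liver and neuron lists, with an adjusted p of 0.101. Requiring 50% of the pooled peak gave 10994 H3K27ac and 18738 H3K4me1 peaks seen in all replicates. With the same number of top peaks from every list, the prostaglandin count was 7, just under the random mean, and the liver and neuron count was 1 with an adjusted p of 0.0632. The cause of the latter changes was not tested.

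Leaving out 1 replicate at a time moved the ratio of peaks from 0.869 to 1.14, with values under 1 without H3K27ac replicate 1 (0.869) and without H3K4me1 replicate 2 (0.993). For consensus regions, leaving out a replicate left 2 lists of that mark, and regions then had to be in both. Consensus sequence could therefore only shrink, so lower counts cannot tell the loss of a replicate from the stricter rule. Distal regions with both marks ranged from 21803 to 33091, the lowest without H3K27ac replicate 2 and with 24148 without H3K27ac replicate 1. The prostaglandin count ranged from 7 to 8 and fell below the random mean, at 7, without H3K27ac replicate 1 or 3, while the blood cell count ranged from 0 to 2 and the liver and neuron count from 0 to 1. The stromal list stayed above and the epithelial list below random lists, each with an adjusted p under 0.05, in all 6 of these fits. The blood cell list passed 0.05 without H3K27ac replicate 2 or without H3K4me1 replicate 1 or 2 (adjusted p of 0.0392 to 0.0474).

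The marked promoter share of the replicate lists stayed higher for H3K27ac in each of its settings, with a ratio of up to 2.51, although the pooled calls had 56.2% for H3K27ac and 56.3% for H3K4me1, and the start-site coverage ratio stayed higher for H3K27ac, by 2.94 to 4.63 times. The excess of within-mark over between-mark overlap stayed above 0, from 0.0229 to 0.366. The overlaps of the marks stayed above shifted or randomly placed peaks under every setting but the −log10 q-value filter, in pooled, consensus and replicate lists. The share of H3K27ac peaks or regions ranged from 38.4%, the mean of replicate lists with different IgG libraries, to 87.7%, in pooled peaks with the coverage filter. The share of H3K4me1 peaks or regions ranged from 29.1%, with an overlap of 50%, to 48.8%, the mean of replicate lists with the same IgG library. The −log10 q-value filter gave 53.3% and 100%, but it left 15 H3K27ac and 8 H3K4me1 peaks and a shifted mean of 0, so it says nothing about stability.

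Samples of the groups share replicate numbers, and the deviations of covered sequence from the mean of the mark, in bins of 100 kb, correlated at 0.0220, 0.345 and 0.453 for the pairs numbered 1, 2 and 3. The first is under the cutoff of 0.1, so the samples were not treated as paired. The pairs numbered 2 and 3 also shared an IgG library, so their correlations cannot tell number from control. With the replicate number as a block, the mean of the 3 paired ratios of H3K27ac to H3K4me1 was 1.03 for peaks, 0.836 for covered length, 0.799 for width, 1.08 for the promoter share, 1.26 for the marked promoter share, 1.12 for the intergenic share and 3.20 for the start-site ratio. The block changed no direction, and its smallest exact p is 0.25.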

Other observations

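The tests of treatment depth, of shared peak edges, of replicate numbers and of the chromosome 2 cluster's background, and all but the first background for the Hand2 gap, were chosen after the result was seen.

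The overlap of peak lists may depend on the IgG library as much as on the antibody. A first test on the difference of the Jaccard indices was replaced by one on peak edges, because those indices had already been seen. If a shared control shapes where peaks begin and end, lists that share one should have common edges. In overlapping peaks of different marks, 2.37% to 5.44% of edges lay within 2 bp of an edge of the other list when the IgG library was shared, and 0.565% to 0.632% when it was not. The lowest of the former was 3.74 times the highest of the latter. A common batch by replicate number as the whole cause is argued against by the replicate 1 lists, which have the same number but were called against different IgG libraries. Their Jaccard index was 0.190, within the range of 0.188 to 0.216 of the differently numbered pairs without a shared IgG library. H3K4me1 replicate 1, called against IgG replicate 2, had an index of 0.308 with H3K27ac replicate 2. The share of common edges was 0.565% in the replicate 1 pair. Among pairs with a shared IgG library it was 5.44% and 4.71% with the same number and 2.37% with different numbers. A contribution of the replicate number therefore stays open. The shared control is not the whole cause of the overlap between marks, since lists called against different IgG libraries still overlapped on average 4.15 times as often as shifted lists, in the direction with the lower ratio. With 3110985 to 3713369 IgG fragments, single control fragments are a candidate source of common gaps, which peak lists alone cannot show. No biological explanation was tested.

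The excess of peaks in H3K27ac replicate 1 may come from its calling threshold. It had 1.59 times the mean of the other H3K27ac lists, and its IgG library was the deepest. Its lowest relative coverage was 4.03, against 4.80 and 4.88 in the other H3K27ac lists. Its treatment fragments were 1.03 times the mean of theirs, which argues against sequencing depth. At a common minimum relative coverage of 5 it had 47885 peaks, 0.614 times the mean of the others (78118 and 77973). The filter acts on the mean over each broad peak, which a lower threshold also lowers, so the size of the drop is uncertain. Why fewer peaks remained was not tested.

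Peaks were sparse on the X chromosome. The pooled H3K27ac list had 6.16 peaks per Mb on X and 25.9 per Mb on the autosomes. A lack of genes is not sufficient, since 38.3% of X promoters and 57.6% of autosomal promoters were under a pooled H3K27ac peak, a ratio of 0.665. If signal from 1 active X copy halved coverage, keeping only autosomal promoters above 2 times the lowest peak coverage gives an expected ratio of 0.726, which is near the observed value. A single active copy is therefore a candidate explanation for the promoters. The ratio of peak densities was lower, at 0.238, and was not compared with such an expectation. Which genes lie on X, as opposed to how many, and the mappability of X were not tested. For pooled H3K4me1 the promoter ratio was lower, at 0.495.

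The interval between the Hand2 guides is a gap between H3K4me1 peaks in all 4 H3K4me1 lists, while H3K27ac spans it in 2 of 3 replicates. Whether such a gap is rare depended on the background, and a share of at least 5% had been set as the mark of a common gap. Of 20000 random windows of 1043 bp inside pooled H3K27ac peaks outside promoters, the background set in advance, 1.92% met no H3K4me1 peak of any of the 4 lists. The Hand2 peak, however, is wide and holds a promoter. Of 20000 windows in H3K27ac peaks of at least 10 kb that hold a promoter, 6.79% met none, which is above 5%. Once that share had been seen, windows at promoters were left out, as the guide interval lies outside one, and 3.44% of the remaining 13720 windows met none. The backgrounds fall on either side of 5%, so chance cannot be told apart from a specific gap. The lists do not bear out the IgG library as the whole cause. H3K27ac replicate 2, called against the same IgG library as H3K4me1 replicates 1 and 2, had the gap too. H3K27ac replicate 3 covered 100% of the interval and H3K4me1 replicate 3 covered 0%, although they shared an IgG library. The pooled calls, which shared all 3 IgG libraries, also covered 100% and 0%. A loss of nucleosomes, a promoter-like state and a partial effect of the control remain open, as none of them was tested.

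On chromosome 2, from 77869714 to 78027146, pooled H3K4me1 had 11 peaks over Cwc22 and its flanks, among them one of 52266 bp, and pooled H3K27ac had 12 peaks over nearly the same span, with one of 52956 bp. This segment was chosen after its values were seen. Mean relative coverage was 13.1 for H3K4me1 and 11.7 for H3K27ac, where 2 equals the genome mean. Extra copies of the segment in the cells' genome would raise the IgG background alike. The implied background was 1.31 and 1.34 times the genome background. This value over the relative coverage was at most 0.115, although relative coverage is on a scale 2 times that of the background. If the IgG cells carried the same copies, which the labels do not state, this argues against copy number as the whole cause. Repeats stay open. The median repeat-masked share of the H3K4me1 peaks was 23.2%, against 15.2% in all pooled H3K4me1 peaks, and lay at percentile 73.9 of single peaks, which does not exclude a raised share. Of 22 edges of the H3K4me1 peaks, 68.2% had an H3K27ac edge within 100 bp, against 23.5% in all overlapping pooled peaks, a ratio of 2.90. Edges fixed by the sequence, such as those of a copied segment, were expected to give at least 3, and the value fell short of that. It was first read as evidence against such edges. After it was seen, the reading was changed to undecided, because the share was still well above that of other peaks. A contribution of extra copies is open.

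Some of the peaks of highest significance may reflect repeated sequence. Of 15 pooled H3K27ac peaks on chromosomes with a −log10 q-value of at least 5, 14 overlapped a pooled H3K4me1 peak. Their median repeat-masked share was 84.0%, at percentile 99.3 of all single pooled H3K27ac peaks, whose median was 15.2%. That median rests partly on neighbouring peaks on chromosome 9 between 3000009 and 3032944, which were 94.9% to 96.6% masked. Other peaks had low shares, such as those on chromosomes 18 (0%), 1 (10.2%) and X (18.7%), and 1 on chromosome 2 (11.5%). Mitochondrial copies explain few of the 15 peaks, since 1 of them, on chromosome 1, consisted mostly of 25-mers of the mitochondrial genome. The peak in Chl1 was 28.0% repeat-masked, and its source remains open.

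Smooth muscle genes had both marks less often than stromal genes, at 8 against 13 of 16 promoters, a difference that Fisher's exact test did not resolve (p = 0.135). Promoter CpG content is argued against as the cause, since among random lists matched on it the stromal list was at percentile 100 and the smooth muscle list at 94.5. Marking of smooth muscle genes away from the promoter stays open. H3K27ac coverage of the gene and 10 kb either side had a median percentile 27.4 points higher in the stromal list, at 97.3 against 69.8, but that span includes the promoter and the difference was not tested. Stromal cells in the preparation, a shift of muscle cells after plating and the choice of genes are possible explanations that the design cannot separate. How many of the stromal list's genes muscle cells themselves express was not tested. For blood cell genes, H3K27ac at 6 of 16 promoters against 1 of 16 liver and neuron promoters did not differ by Fisher's exact test (p = 0.0829), and matched on CpG content the blood cell list with both marks was at percentile 60.9.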
